A study of Mus musculus with 14 samples.

How the data were processed

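RNA was sequenced from brown adipose tissue of 14 mice of strain C57BL/6, with total RNA taken from homogenized tissue, Illumina libraries and a HiSeq instrument, per the labels. The labels name brown adipocytes as the cell type and give no step that isolates them. The authors deposited gene values as FPKM, fragments normalised to gene length and library depth, with a column per animal and Ensembl mouse gene identifiers. The aligner, the counting tool, the use of strand, the genome build and the annotation are not stated, so no coordinates are given. The table had 35275 genes, and 34490 matched the GENCODE M21 annotation. That annotation was used only for gene symbols, transcript length and GC content, the chromosome of a gene, and the order of neighbouring genes. The library depth was recovered from the table itself. Low values of a gene are whole multiples of a step set by its length and the depth, and 79.1% of the values tested in 13161 genes fell on whole reads (86.0% for genes with 1 transcript). The depth was 15.9 to 21.3 M fragments per library. A smallest detectable share of 3 reads and all read numbers cover counting error only, since amplified reads are not independent molecules. Differences between replicates were larger than counting error, with a chi-square per degree of freedom of 14.9 to 134 over pairs of replicates.

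Groups were taken from the genotype and the housing temperature in the labels. Animals carried individual identifiers and no pairing, so no block was fitted. Identifiers of 2 of the 4 room-temperature controls begin with another letter (R) than all others (E). At thermoneutrality the identifier numbers of the knockouts lay together and apart from those of the controls. The meaning of the numbers is not stated, so a litter or batch there cannot be told apart from genotype. Genes with an FPKM of at least 1 in at least 3 of the 14 samples were kept, which left 13079. Each library was scaled by the median ratio of its values to the geometric mean over 10049 nuclear genes expressed in every library, because mitochondrial transcripts differ between genotypes and take up reads. The factors were 0.835 to 0.955 in knockouts and 1.06 to 1.22 in controls. Values were analysed as log2 of scaled FPKM plus a pseudocount of 1, so fold changes of weakly expressed genes are understated.

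A linear model with a mean for each of the 4 groups was fitted to all samples with limma 3.58.1 (R 4.3.3; lmFit and eBayes with a mean-variance trend). The comparisons were knockout against control at each temperature, room temperature against thermoneutrality in each genotype, and the difference between the 2 knockout effects. P-values were adjusted by Benjamini-Hochberg over the genes of each comparison, and an adjusted p under 0.05 was called. Listed gene sets were tested with limma's rotation test fry, two-sided, adjusted over the 17 sets of each comparison; the effect is the median log2 fold change of the set, and a set score is the mean log2 value of its genes in a sample. Lrpprc and Ucp1 FPKM were also compared by exact two-sided permutation tests. Genes were named by a rule fixed in advance: the 5 largest changes in each direction for each knockout comparison and the 3 largest for each temperature comparison, among called genes with ranges that did not overlap, a mean of at least 5 FPKM in a group and a symbol; the 5 smallest adjusted p-values for the interaction; and Lrpprc, Ucp1 and members of the listed sets. Elmod2 and the sex-linked genes outside that rule were chosen after their values were seen. Overlap of the ranges of a gene was judged on FPKM as deposited, without the scaling.

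The scripts were tested on simulated reads in which 200 of 12532 genes were changed. Of these 89.5% were called, 0 in the wrong direction, and 3.76% of the calls were unchanged genes. The median error of the log2 fold change was 0.20. The median unchanged gene shifted by -0.0028 with the scaling and by 0.0782 without it. Changes placed in the interaction were called for 57.5% of genes. With no simulated change, 4 genes were called at room temperature and 1 in the interaction. Changed genes were drawn from well covered nuclear genes, equally often up and down, with the same dispersion (0.05) for all genes. No muscle RNA or batch was simulated, and fewer genes changed than were called in the data. The shift without scaling was also smaller than the 0.24 and 0.31 of the data, so these rates need not hold there.

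Alternatives covered the pseudocount (0.1), the filter (none, or a mean FPKM of at least 5), the scaling (as deposited, quantile normalization, or the same total over nuclear genes), fits to the compared groups alone, eBayes without trend or robust, sample weights (arrayWeights), leaving out the controls with R identifiers, leaving out each animal in turn, a minimum log2 fold change of 1, and limma's camera in place of fry. Chosen after the data were seen were limma voom on recovered reads, a skeletal muscle score as covariate, and a correction for transcript GC content. Sequence matches to mitochondrial transcripts were found with blastn 2.17.0. Tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Coordinates and raw reads were not used here. Mitochondrial ribosomal RNA was not analysed here.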

Results

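The series measured gene expression by RNA sequencing in brown adipose tissue of 8-week-old mice in which Lrpprc, a nuclear gene for an RNA-binding protein of mitochondria, was deleted in Ucp1-expressing cells. Controls carried the floxed Lrpprc alleles without the Ucp1-Cre transgene. Animals were housed at room temperature (22 °C, 4 knockouts and 4 controls) or at thermoneutrality (30 °C, 3 knockouts and 3 controls), and each of the 14 libraries came from a separate animal. The depth recovered from the steps between low FPKM values was 15.9 to 21.3 M fragments per library. At least 1 FPKM was reached by 11373 ± 433 genes in room-temperature controls (SD, n = 4), 11774 ± 183 in room-temperature knockouts (SD, n = 4), 11924 ± 132 in thermoneutral controls (SD, n = 3) and 12752 ± 152 in thermoneutral knockouts (SD, n = 3). Among 13079 genes tested, the median Spearman correlation was 0.971 over the 18 pairs of animals of the same group. It was 0.957 over the 25 pairs of the same temperature and other genotype, and 0.901 over the 48 pairs of different temperatures; pairs that share an animal are not independent. The leading principal component held 54.5% of the variance, and all 8 room-temperature animals lay on the opposite side of it from all 6 thermoneutral animals.

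The targeted gene was examined in every animal as a check of the labels. Lrpprc (ENSMUSG00000024120) had 11.3 ± 1.35 FPKM in room-temperature knockouts (SD, n = 4) and 36.6 ± 11 FPKM in their controls (SD, n = 4), so that the knockout mean was 30.8% of the control mean. The ranges did not overlap, and the exact two-sided permutation test gave p = 0.0286, the smallest value 4 against 4 animals allow. At thermoneutrality it had 8.03 ± 1.99 FPKM in knockouts (SD, n = 3) and 29.7 ± 1.23 FPKM in controls (SD, n = 3), or 27% of the control mean. The exact two-sided permutation test gave p = 0.1, the smallest value 3 against 3 animals allow. The log2 fold change was -1.86 (SE 0.21, limma adjusted p = 0.000374) at room temperature and -2.06 (SE 0.25, limma adjusted p = 0.000377) at thermoneutrality. The difference between these effects was 0.20 (limma adjusted p = 0.835). The alternatives that moved the room-temperature estimate most were leaving out the 2 controls with R identifiers, which gave -2.27, and FPKM as deposited, which gave -1.57. The plot of Lrpprc, mitochondrial transcripts and Ucp1 shows every animal.

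**Figure D1:**
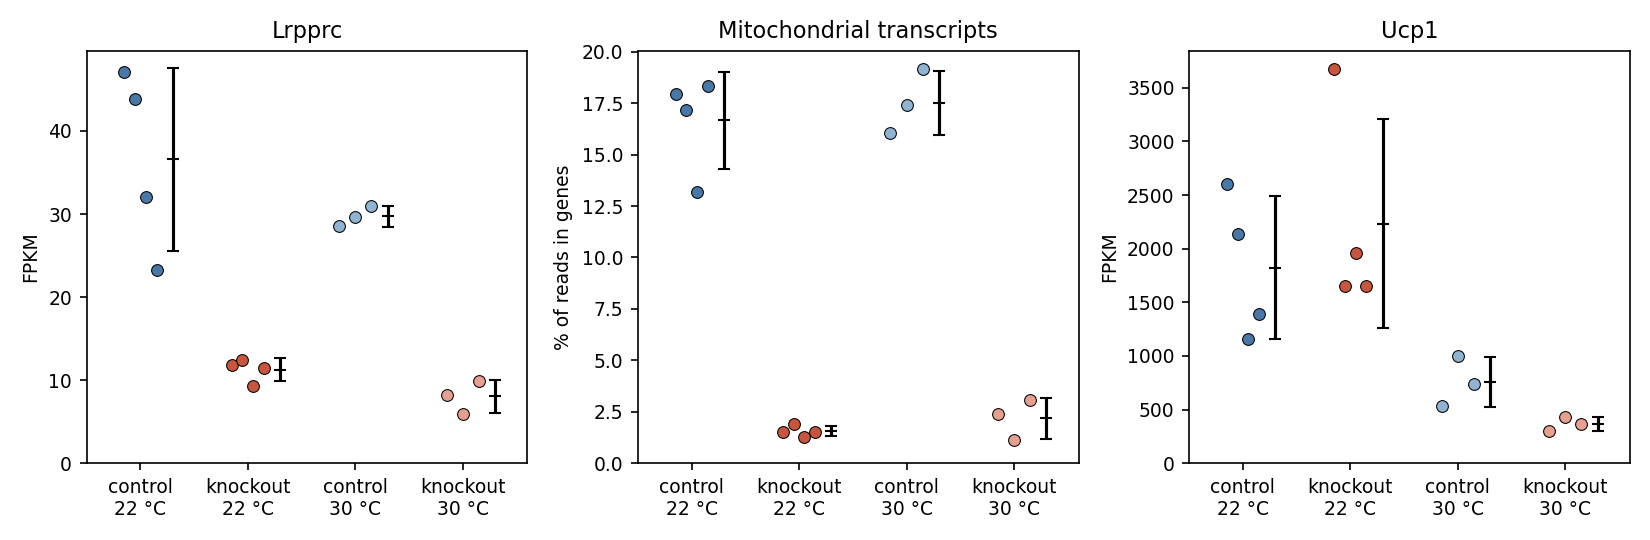
Lrpprc in FPKM, the percent of reads in genes that fell in 13 mitochondrially encoded transcripts, and Ucp1 in FPKM, with a dot per animal and the mean ± SD of each group. Lrpprc averaged 30.8% of the control value in knockouts at room temperature and 27% at thermoneutrality.

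Transcripts encoded by mitochondrial DNA were compared because the deleted gene acts on them. They took 16.7 ± 2.37% of the reads in genes in room-temperature controls (SD, n = 4) and 1.57 ± 0.253% in knockouts (SD, n = 4). At thermoneutrality they took 17.5 ± 1.56% in controls (SD, n = 3) and 2.19 ± 0.993% in knockouts (SD, n = 3). All 13 protein-coding mitochondrial transcripts were lower in knockouts at both temperatures with an adjusted p under 0.05, whether the adjustment ran over all genes or over the 13 alone. Their median log2 fold change was -3.49 at room temperature (limma fry adjusted p = 2.78e-06) and -3.18 at thermoneutrality (limma fry adjusted p = 1.58e-05). The set score of every knockout lay under that of every control of its temperature. Quantile normalization moved these medians most, to -2.66 and -2.18. The knockout effect on the set was not shown to differ between temperatures (difference -0.23, limma fry adjusted p = 0.745), although it passed in 1 of the 14 fits that each left out an animal. Mitochondrial transcripts also shared sequence with nuclear copies: 10 of the 12 predicted (Gm) genes that fell by at least 1 on the log2 scale at room temperature matched a mitochondrial transcript at 90% identity or more. Values of single mitochondrial transcripts, and of the antisense gene mt-Nd6, are therefore uncertain.

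The comparison of knockouts with controls at room temperature asked which transcripts change without Lrpprc under mild cold. At an adjusted p under 0.05, 258 of 13079 genes differed, 119 higher and 139 lower in knockouts. At an unadjusted p under 0.05 there were 2060, and 83 of the 258 changed by at least 1 on the log2 scale. In FPKM as deposited, the groups did not overlap for 25.5% of the genes, where chance gives 2.86%. The scaling moved the count of called genes most. With FPKM as deposited, 3248 genes passed, 3167 higher and 81 lower, and the median gene shifted by 0.24 on the log2 scale. That shift can add to the share of genes without overlap. Scaling to the same total over nuclear genes gave 461 genes, 386 higher and 75 lower. Without the 2 controls with R identifiers 287 genes passed, 137 of them among the 258. The largest increases were those of Trib3, Mthfd2, Gadd45a, Cbr3 and Extl1. Trib3 (ENSMUSG00000032715) rose from 4.12 ± 1.01 FPKM in controls to 113 ± 70.2 FPKM in knockouts (SD, n = 4 each; log2 fold change 3.97, SE 0.37, limma adjusted p = 4.16e-05). Mthfd2 (ENSMUSG00000005667) rose from 0.929 ± 0.582 to 20.5 ± 3.21 FPKM (SD, n = 4 each; log2 fold change 3.32, SE 0.22, limma adjusted p = 4.76e-06). The log2 fold changes of Gadd45a and Cbr3 were 3.26 and 2.74. That of Extl1 was 2.57 (limma adjusted p = 0.0169), and it no longer passed in 4 of the 8 fits that each left out an animal. Extl1 also did not pass with limma voom on recovered reads (4.15, limma adjusted p = 0.0604). The largest decreases were those of mt-Co1 (-3.95), mt-Nd2 (-3.87), mt-Nd4 (-3.86), Gm29216 (-3.83) and mt-Cytb (-3.67). mt-Co1 (ENSMUSG00000064351) fell from 41407 ± 4807 to 3349 ± 683 FPKM (SD, n = 4 each). Gm29216 matched mt-Co1 over 483 nt at 99.8% identity.

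The same comparison at thermoneutrality asked which transcripts change without Lrpprc when heat production is not required. Knockouts and controls there had separate runs of identifier numbers, so a litter or batch that follows genotype is not excluded. At an adjusted p under 0.05, 1845 genes differed, 1154 higher and 691 lower in knockouts. At an unadjusted p under 0.05 there were 3706, and 555 of the 1845 changed by at least 1 on the log2 scale. In FPKM as deposited, where the median gene shifted by 0.31, the groups did not overlap for 54.3% of the genes. Chance gives 10%, and the shift can add to the share without overlap. With FPKM as deposited, 4571 genes passed, 4280 higher and 291 lower, with the same total over nuclear genes 2634 passed, 2225 higher and 409 lower, and under quantile normalization 1782 passed, 874 higher and 908 lower. Gpnmb (ENSMUSG00000029816) had the largest increase, from 6.46 ± 7.41 to 138 ± 150 FPKM (SD, n = 3 each; log2 fold change 3.86, SE 0.71, limma adjusted p = 0.00463). Gdf15 (3.79), Mmp12 (3.56), Gadd45a (3.51) and Trib3 (3.46) followed, and Gdf15 no longer passed in 2 of the 6 fits that each left out an animal. The largest decreases were those of Gm29216 (-3.69), mt-Co1 (-3.59), mt-Cytb (-3.49), mt-Nd2 (-3.48) and mt-Co2 (-3.41). Under quantile normalization the log2 fold change of mt-Co1 was only -0.55 and that of mt-Cytb -1.23, and neither passed. Of the 258 genes called at room temperature, 176 were also called at thermoneutrality, all in the same direction (71 higher, 105 lower), where 36.4 would be shared by independent calls. Another 82 were called at room temperature alone, which does not show that their effects differed between temperatures. The Pearson correlation of the fold changes across nuclear genes was 0.446, and genes are not independent replicates.

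**Figure D2:**
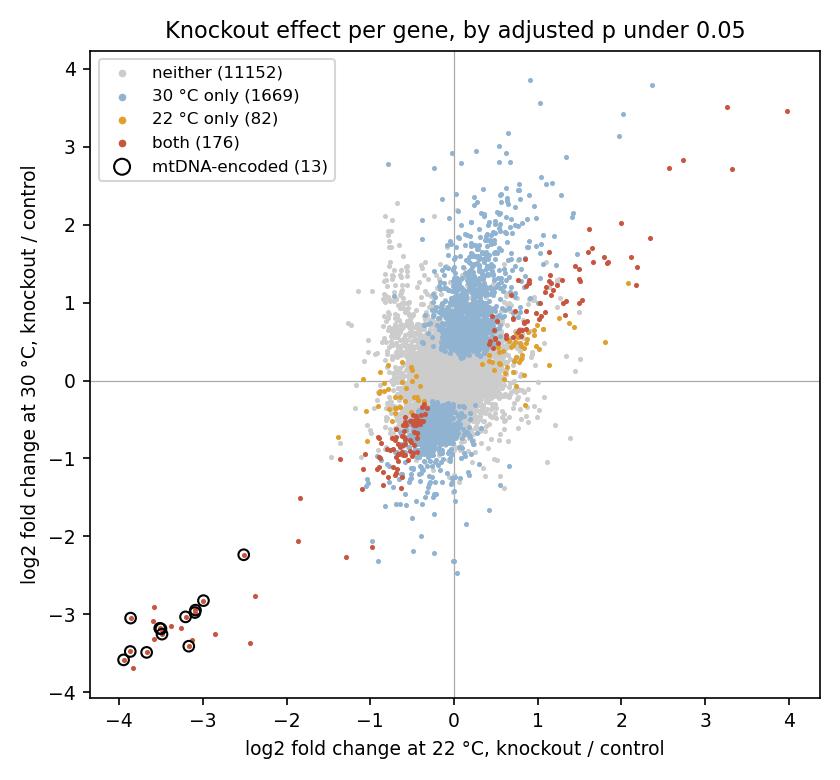
Log2 fold change of knockouts over controls at room temperature (x axis) and at thermoneutrality (y axis), with a point per gene coloured by where its adjusted p was under 0.05 and the 13 mitochondrially encoded transcripts circled. Of the genes shown, 176 were called at both temperatures, 82 at room temperature only and 1669 at thermoneutrality only.

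Sets of genes listed in advance were tested for a shared direction. The 76 nuclear-encoded subunits of the respiratory chain had a median log2 fold change of -0.35 at room temperature (73 of 76 lower, limma fry adjusted p = 0.00483). Over all genes 15 of them passed, and over the list alone 42 passed, all lower. At thermoneutrality the median was -0.64 (75 of 76 lower, limma fry adjusted p = 7.38e-05), with 62 passing over all genes and 71 over the list, all lower. The room-temperature decrease depended on the scaling: with FPKM as deposited it was -0.044 (limma fry adjusted p = 0.753), with the same total over nuclear genes -0.20 (0.0727) and under quantile normalization -0.12 (0.42), and it did not pass in any of these or under limma's camera (0.123). At room temperature the median gene itself shifted by 0.24 with FPKM as deposited and by 0.12 with the same total, but by only 0.010 under quantile normalization. At thermoneutrality it shifted by 0.31 with FPKM as deposited. Set values with these scalings are relative to such shifts. The thermoneutral decrease of the respiratory chain subunits passed in all 16 alternatives, from -0.72 to -0.34. The effects at the 2 temperatures differed by 0.32 (limma fry adjusted p = 0.0718), which did not pass, but passed in 2 of the 14 fits that each left out an animal and with sample weights. Among the complexes at thermoneutrality, complex IV had the lowest median, -0.81, and complex V the highest, -0.51. The 76 mitochondrial ribosome genes had a median of -0.18 at room temperature (limma fry adjusted p = 0.0179) and -0.31 at thermoneutrality (0.000683); with FPKM as deposited the medians were 0.11 and -0.024, and neither passed. The room-temperature decrease also did not pass with the same total over nuclear genes (-0.041, limma fry adjusted p = 0.646), under quantile normalization (-0.14, 0.147), under limma's camera (0.155) or in 2 of the 8 fits that each left out an animal. The thermoneutral decrease did not pass under limma's camera (0.0513).

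The 27 listed targets of the transcription factor ATF4 were higher in knockouts. Their median log2 fold change was 0.98 at room temperature (23 of 27 higher, limma fry adjusted p = 0.000146) and 1.14 at thermoneutrality (23 of 27 higher, limma fry adjusted p = 0.00051). At room temperature 13 passed over all genes, all higher, and 22 passed over the list alone, 21 higher and 1 lower. At thermoneutrality 16 passed over all genes and 16 over the list, 15 higher and 1 lower each. The set direction held in every alternative, from 0.85 to 1.53 at room temperature and from 0.68 to 1.35 at thermoneutrality. Under limma's camera the thermoneutral set did not pass (adjusted p = 0.0942). The effects were not shown to differ between temperatures (difference 0.08, limma fry adjusted p = 0.745).

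Fatty acid oxidation genes were lower in all 18 of 18 cases in thermoneutral knockouts (median -0.73, limma fry adjusted p = 0.0073; 9 called over all genes and 15 over the list). This did not pass with FPKM as deposited (-0.43), under quantile normalization (-0.44) or under limma's camera. At room temperature their median was -0.11 (limma fry adjusted p = 0.617), and it was 0.20 with FPKM as deposited, 0.12 under quantile normalization and 0.038 with the same total over nuclear genes. It passed as lower without the 2 controls with R identifiers (-0.43, limma fry adjusted p = 0.0177) and with sample weights (-0.31, limma fry adjusted p = 0.0402). The difference between temperatures was 0.57 (limma fry adjusted p = 0.0906; it passed in 1 of 14 fits that each left out an animal and with sample weights). Macrophage markers were higher in thermoneutral knockouts (median 1.93, 11 of 12 higher, limma fry adjusted p = 0.00151; 10 called over all genes and 11 over the list; not under limma's camera, 0.116) and had a median of 0.55 at room temperature (limma fry adjusted p = 0.393), with a difference of -1.45 (limma fry adjusted p = 0.0718; it passed in 3 of 14 fits that each left out an animal and with sample weights). Skeletal muscle markers did not pass at room temperature (-0.75, limma fry adjusted p = 0.662) or at thermoneutrality (1.80, limma fry adjusted p = 0.421), and the genotypes differed in their mean score by less than the SD of the controls at each temperature. Genes of lipogenesis, mitochondrial protein quality control, the interferon response and cytosolic ribosomes had medians of -0.13 to 0.27 in knockouts at the 2 temperatures and did not pass; apart from the interferon response, their direction changed with the scaling or the animals included. Mitochondrial protein quality control at room temperature passed as higher with FPKM as deposited (0.40, limma fry adjusted p = 0.0119). The median gene itself shifted by 0.24 there with that scaling, and the set values with it are relative to that shift.

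**Figure D3:**
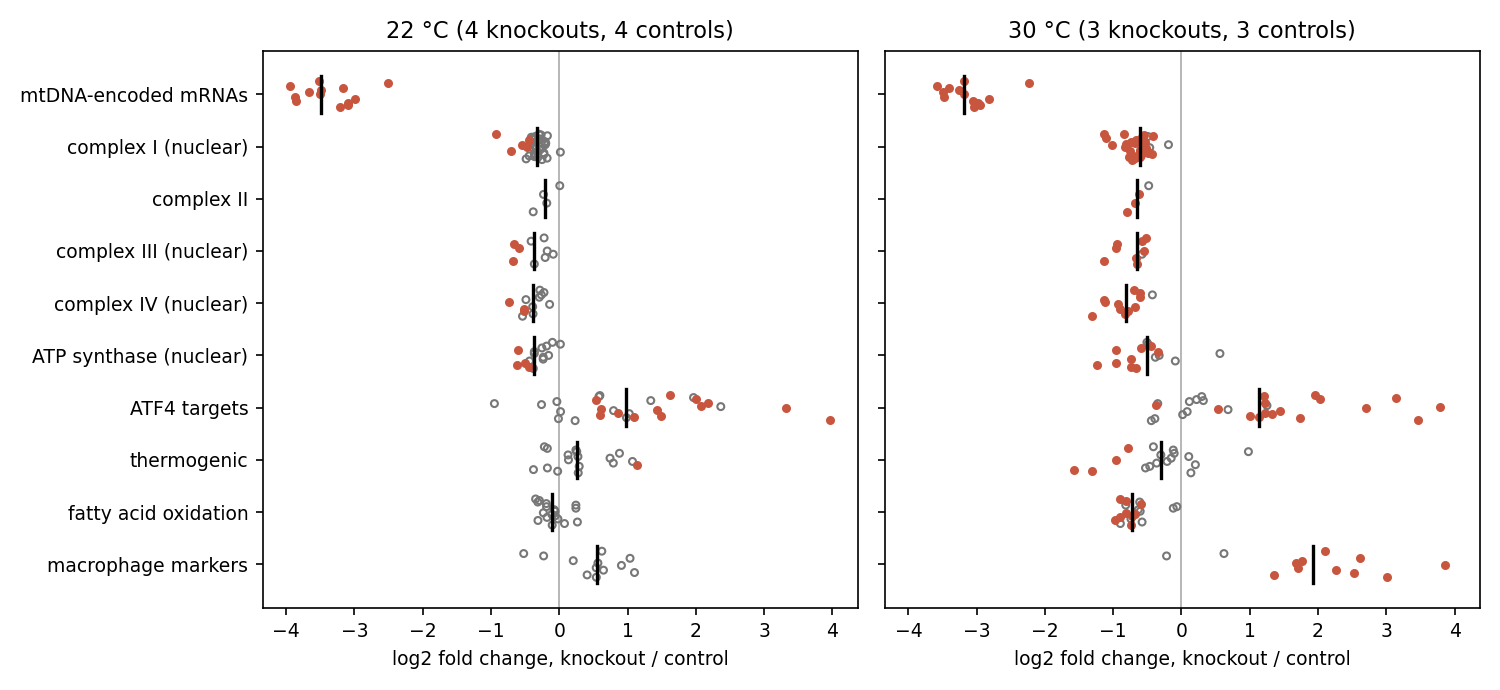
Log2 fold change of knockouts over controls for every gene of each set at room temperature and at thermoneutrality, with filled red points where the adjusted p was under 0.05 and a bar at the set median. The mitochondrially encoded transcripts had medians of -3.49 and -3.18, the nuclear-encoded respiratory chain subunits -0.35 and -0.64 (the former -0.044 with FPKM as deposited) and the ATF4 targets 0.98 and 1.14. With FPKM as deposited the median gene at room temperature shifted by 0.24.

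Thermogenic genes were compared because the tissue produces heat at room temperature. Ucp1 (ENSMUSG00000031710) had 2235 ± 972 FPKM in room-temperature knockouts and 1824 ± 664 FPKM in controls (SD, n = 4 each; exact two-sided permutation p = 0.543). Its log2 fold change was -0.02 (SE 0.31, limma adjusted p = 0.982), and the direction changed with the scaling, to 0.28 with FPKM as deposited. Room-temperature values with FPKM as deposited are relative to a shift of the median gene of 0.24. At thermoneutrality it had 367 ± 66.6 FPKM in knockouts and 755 ± 233 FPKM in controls (SD, n = 3 each; exact two-sided permutation p = 0.1, the smallest possible). The log2 fold change there was -1.31 (SE 0.36, limma adjusted p = 0.0302), which did not pass in 6 of 18 alternatives. The difference between the effects was 1.28 (limma adjusted p = 0.287), so a difference between temperatures was not shown. The 17 thermogenic genes had a median of 0.26 at room temperature (limma fry adjusted p = 0.179; 1 called over all genes and 4 over the list, all higher; 0.52 and adjusted p = 0.0119 with FPKM as deposited) and -0.30 at thermoneutrality (limma fry adjusted p = 0.0754; 4 called over all genes and 4 over the list, all lower; it passed in 1 of the 6 fits that each left out an animal and with sample weights). The difference was 0.76 (16 of 17 genes in that direction, limma fry adjusted p = 0.0718), which passed in 2 of the 14 fits that each left out an animal and with sample weights.

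The interaction asked for each gene whether the knockout effect differed between temperatures. Sex-linked expression split the animals exactly as temperature did, so the interaction cannot tell an effect of temperature from one of sex. At an adjusted p under 0.05 there were 0 genes, and at an unadjusted p under 0.05 there were 1694. The smallest adjusted p was 0.0521, shared by Thbs1 (-2.38, SE 0.36), Clstn3 (1.97, SE 0.30), Scamp5 (-1.0, SE 0.16), Nrarp (-1.69, SE 0.27) and Krt8 (2.30, SE 0.37). Thbs1 had 18.4 ± 5.59 FPKM in thermoneutral knockouts and 2.05 ± 0.888 FPKM in their controls (SD, n = 3 each), against 1.06 ± 0.554 and 0.818 ± 0.33 FPKM at room temperature (SD, n = 4 each). Clstn3 had 16 ± 2.20 FPKM in thermoneutral knockouts and 65.4 ± 19.5 FPKM in their controls (SD, n = 3 each), against 90.1 ± 20.9 and 84.7 ± 4.43 FPKM at room temperature (SD, n = 4 each). Krt8 had at most 1 read in each room-temperature library. Its interaction rests on the thermoneutral animals, with 1.54 ± 1.20 FPKM in knockouts and 9.73 ± 3.69 FPKM in controls (SD, n = 3 each). Other markers of epithelial cells were also lower in those knockouts, so a difference in epithelial RNA between the genotypes is not excluded for Krt8. Sample weights moved the count most, to 213 genes, and the 3 other scalings gave 6 to 10.

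Housing temperature was compared within each genotype. In controls 5072 genes differed, 2384 higher and 2688 lower at room temperature, and in knockouts 6689 differed, 2850 higher and 3839 lower. At an unadjusted p under 0.05 there were 6370 and 7534. The split depended on the scaling: with FPKM as deposited, controls had 1738 higher and 3200 lower, and under quantile normalization knockouts had 4168 higher and 2932 lower. In FPKM as deposited, the groups did not overlap for 44% of the genes in controls and 55.4% in knockouts, where chance gives 5.71%. Sex-linked transcripts separated the temperatures: Xist had 9.01 to 18.4 FPKM in the 6 thermoneutral animals and at most 0.0141 FPKM in the 8 room-temperature animals, and the Y-linked Ddx3y had 14.5 to 23.1 FPKM at room temperature and at most 0.0244 FPKM at thermoneutrality. The labels state no sex, and temperature and sex-linked expression could not be told apart in any comparison of temperatures. The fold changes also followed the GC content of the transcripts, with a Spearman rho across genes of -0.58 in controls and -0.492 in knockouts. The comparisons of genotype within a temperature had a rho of 0.0631 at room temperature and 0.115 at thermoneutrality.

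**Figure D4:**
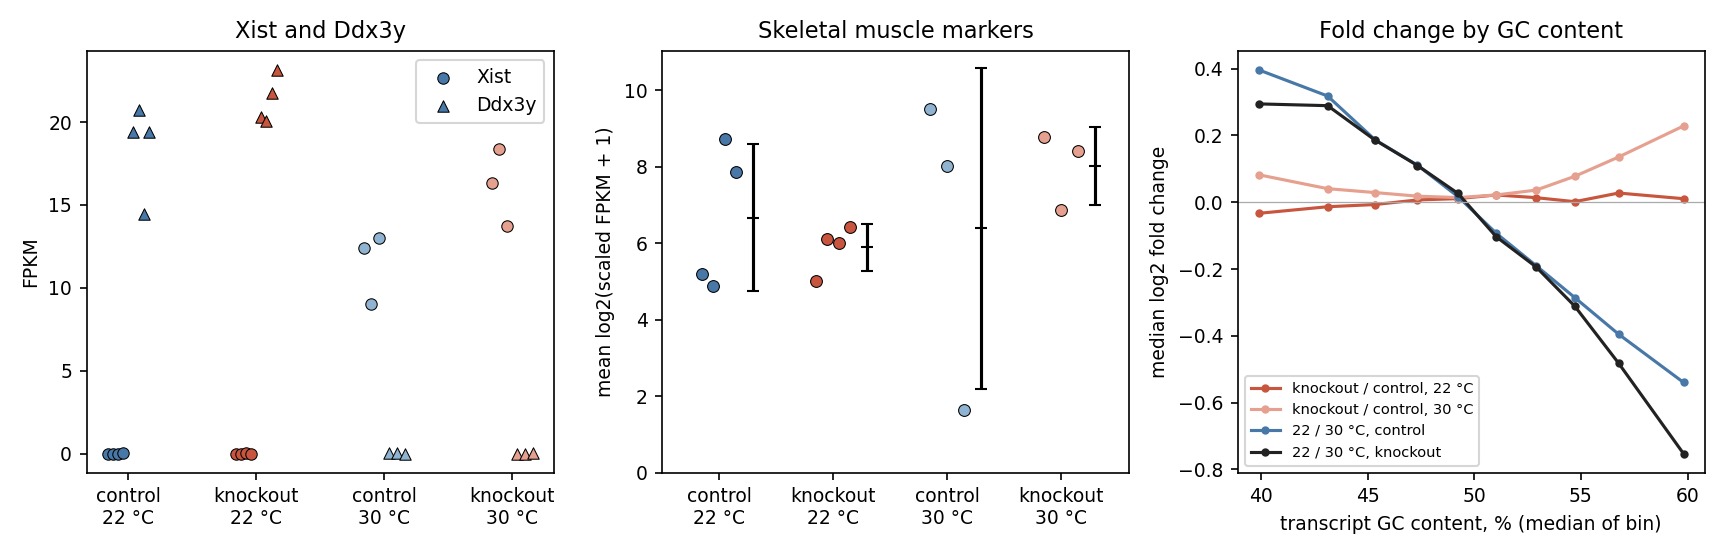
Xist and Ddx3y in FPKM per animal, the mean log2 expression of skeletal muscle markers per animal, and the median log2 fold change of genes in 10 bins of transcript GC content for the 4 comparisons. In controls the median change at room temperature over thermoneutrality ran from 0.40 in the bin of lowest GC content to -0.54 in the bin of highest.

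With that limit, the largest changes at room temperature over thermoneutrality in controls were those of Eif2s3y (4.59), Ddx3y (4.44), Elovl3 (4.12), Igha (-4.69), Igkc (-4.18) and Xist (-3.70) on the log2 scale. In knockouts they were those of Elovl3 (5.11), Ddx3y (4.36), Eif2s3y (4.22), Fos (-5.71), Egr1 (-5.30) and Gpnmb (-5.09). Elovl3 (ENSMUSG00000038754) had 30.7 ± 27 FPKM in room-temperature controls (SD, n = 4) and 0.573 ± 0.66 FPKM in thermoneutral controls (SD, n = 3; limma adjusted p = 0.0018). Ucp1 was higher at room temperature in controls (1.35, limma adjusted p = 0.00824) and in knockouts (2.63, limma adjusted p = 0.000101). Thermogenic genes had a median of 0.48 in controls (7 called, limma fry adjusted p = 0.0393, not passing in 4 of the 7 fits that each left out an animal) and 1.18 in knockouts (14 called, limma fry adjusted p = 9.93e-05). Under limma's camera none of the thermogenic, lipogenic or respiratory chain sets passed between temperatures, with adjusted p of 0.25 or 0.662. Lipogenic genes had a median of 1.02 in controls (13 called, limma fry adjusted p = 0.00176) and 1.5 in knockouts (17 called, limma fry adjusted p = 0.000238). Nuclear-encoded respiratory chain subunits had a median of 0.19 in controls (limma fry adjusted p = 0.0783, passing in 1 of the 7 fits that each left out an animal and with the GC correction) and 0.55 in knockouts (limma fry adjusted p = 0.000289). The mitochondrially encoded transcripts did not pass between temperatures in controls (0.14, limma fry adjusted p = 0.686) or in knockouts (-0.12, limma fry adjusted p = 0.754), where 1 of the 7 fits that each left out an animal passed.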

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

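The tests of depth and of muscle RNA in this part were chosen only after the result was seen. In the groups of 4 animals, 93 group values were examined for an animal whose distance from the nearest of the others, divided by the range of the group, exceeded Dixon's 95% critical value. There were 9 such values, where chance gives about 4.65, so several of them are within what chance gives. Groups of 3 were not examined.

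Among room-temperature controls, replicate 4 had 4.71 FPKM of Gadd45a, against 1.10 to 1.64 in the others, and 20.5 FPKM of Igkc, against 6.80 to 7.13. Replicate 3 had 26754 FPKM of mt-Cytb, against 36648 to 37629, and a mean log2 of 10.35 over the mitochondrially encoded transcripts, against 10.88 to 10.96. It also had 0.0271 FPKM of Krt8, which rests on 1 read, where the others had 0. Replicate 1 had 0.162 FPKM of Fos, against 1.39 to 1.45. Among room-temperature knockouts, replicate 1 had 3677 FPKM of Ucp1, against 1648 to 1957, and a mean log2 of 8.70 over fatty acid oxidation genes, against 8.50 to 8.53. Replicate 2 had a mean log2 of 8.61 over complex II genes, against 8.78 to 8.80.

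Low sequencing depth was tested as a source: 2 of the 9 values came from the animal with the lowest depth in its group, about what chance gives, which goes against it. Skeletal muscle RNA could be a source, and 3 of the 9 values came from the animal with the highest muscle marker score in its group, which does not decide it. Room-temperature control replicates 3 and 4 are the animals with R identifiers and had muscle scores of 8.73 and 7.87, against 5.21 and 4.88 in replicates 1 and 2. The meaning of the identifiers is not stated, so a batch and the tissue taken cannot be told apart. No biological explanation was tested, since the design sets no difference between animals of a group.

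Leaving out these animals did not move the results they bear on across the threshold. Without control replicate 4, Gadd45a changed by 3.57 at room temperature and Igkc by -4.52 between temperatures in controls. Without control replicate 3, mt-Cytb changed by -3.80, the mitochondrially encoded set by -3.61, and the Krt8 interaction was 2.31 with a limma adjusted p of 0.1 (0.0113 to 0.593 over its alternatives). Without knockout replicate 1, Ucp1 changed by -0.28 and fatty acid oxidation genes by -0.17, and without knockout replicate 2 complex II genes changed by -0.17. Of these, Ucp1, fatty acid oxidation and complex II at room temperature changed direction under other alternatives. Fos was named only in knockouts, a comparison that does not contain the control in question.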

How the results depend on the processing

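The choices varied were made before the data were examined, except for limma voom on recovered reads, the muscle score as covariate and the correction for GC content, which were chosen after seeing the data. No paired analysis was possible because the labels give animals individual identifiers that link none of the groups. Across 100 results and 1167 alternative values, besides the fits that left out an animal, the decrease of Lrpprc at both temperatures, the decrease of the mitochondrially encoded transcripts at both temperatures, the decrease of respiratory chain subunits at thermoneutrality and the increase of ATF4 targets at room temperature kept their direction and their side of the threshold. Among single genes and other sets, 32 values were weaker and 39 stronger, and the fits that left out an animal gave 12 weaker and 18 stronger. For the changes below the cause was not tested, apart from the shift of the median gene with FPKM as deposited, which came within 0.0607 of that predicted from the share of mitochondrial reads.

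With FPKM as deposited, 3248 genes differed at room temperature (189 of them among the 258), 4571 at thermoneutrality and 6 in the interaction. The median gene shifted by 0.24 at room temperature and 0.31 at thermoneutrality, so changes with this scaling are relative to those shifts. Respiratory chain subunits at room temperature changed by -0.044, while thermogenic genes (0.52) and mitochondrial protein quality control (0.40) there passed as higher. Directions reversed at room temperature for complex II (0.10), fatty acid oxidation (0.20), lipogenesis (0.24), mitochondrial ribosomes (0.11), cytosolic ribosomes (0.21) and Ucp1 (0.28), and at thermoneutrality for mitochondrial protein quality control (0.16) and cytosolic ribosomes (0.16). With the same total over nuclear genes, 461 genes differed at room temperature and 10 in the interaction. The median gene shifted by 0.12 at room temperature and 0.19 at thermoneutrality, and changes with this scaling are relative to those shifts. Respiratory chain subunits at room temperature changed by -0.20 with it. Reversed were fatty acid oxidation (0.038), lipogenesis (0.078), cytosolic ribosomes (0.056) and Ucp1 (0.12) at room temperature, and mitochondrial protein quality control (0.020) and cytosolic ribosomes (0.025) at thermoneutrality. Under quantile normalization 8 genes passed in the interaction and respiratory chain subunits at room temperature changed by -0.12. Reversed were fatty acid oxidation (0.12), lipogenesis (0.13), cytosolic ribosomes (0.060) and Ucp1 (0.56) at room temperature and cytosolic ribosomes at thermoneutrality (0.089).

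Without a filter 130 genes differed at room temperature and 9 in the interaction, and with a mean FPKM of at least 5, 4250 differed between temperatures in knockouts. Fitting only the groups compared gave 83 genes at room temperature. Without the trend 7 genes passed in the interaction. A minimum log2 fold change of 1 left 83 and 555 genes in the knockout comparisons, and 780 and 1746 between temperatures. Sample weights gave 906 genes at room temperature, 3652 at thermoneutrality and 213 in the interaction, where 0 passed without weights (1694 at an unadjusted p under 0.05). Of the 258 and 1845 genes, 254 and 1840 were among them. They made 7 set results pass: complex II (-0.28) and fatty acid oxidation (-0.31) at room temperature, thermogenic genes at thermoneutrality (-0.38), and the differences between temperatures for respiratory chain subunits (0.37), thermogenic genes (0.68), fatty acid oxidation (0.47) and macrophage markers (-1.43). Reversed were mitochondrial protein quality control (-0.052), cytosolic ribosomes (0.028) and muscle markers (0.53) at room temperature, lipogenesis at thermoneutrality (-0.088) and the Lrpprc interaction (-0.18). Without the 2 controls with R identifiers, 287 genes differed at room temperature, 137 of them among the 258, and complex II (-0.36) and fatty acid oxidation (-0.43) at room temperature passed as lower. Reversed there were mitochondrial protein quality control (-0.16), cytosolic ribosomes (0.053), muscle markers (0.91) and the Lrpprc interaction (-0.21).

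Under limma's camera 15 set results no longer passed. Among them were respiratory chain subunits at room temperature (-0.35, adjusted p 0.123; 0.0018 to 0.753 over its alternatives), ATF4 targets at thermoneutrality (1.14, adjusted p 0.0942; 0.000109 to 0.0942), and thermogenic genes between temperatures in controls (0.48, adjusted p 0.662; 0.00055 to 0.662) and in knockouts (1.18, adjusted p 0.25; 1.1e-05 to 0.25). The other 11 were complexes I, III and IV at room temperature, complex II, fatty acid oxidation and macrophage markers at thermoneutrality, mitochondrial ribosomes at each temperature, lipogenesis between temperatures in each genotype, and respiratory chain subunits between temperatures in knockouts. Among the alternatives chosen after seeing the data, limma voom left 189 of the 258 and 1726 of the 1845 genes. With it, thermogenic genes in controls (0.49) and Extl1 at room temperature (4.15) no longer passed. The muscle covariate left 217 and 1445 of these genes and gave 3 in the interaction; muscle markers at room temperature (0.082) and lipogenesis at thermoneutrality (-0.040) reversed. The GC correction left 241 and 1680 of these genes, but only 2219 of the 5072 between temperatures in controls, where it called 2974, and it gave 13 in the interaction. It reversed lipogenesis at thermoneutrality (-0.088) and the mitochondrially encoded transcripts between temperatures in controls (-0.31).

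Leaving out each animal gave from 71 to 271 genes at room temperature (8 fits), from 815 to 2113 at thermoneutrality (6 fits) and from 0 to 135 in the interaction (14 fits). Set medians ran from -0.66 to 0.048 for the difference in mitochondrially encoded transcripts, from 0.26 to 0.38 for that in respiratory chain subunits and from 0.56 to 0.92 for that in thermogenic genes. Thermogenic genes ran from -0.42 to -0.19 at thermoneutrality and from 0.32 to 0.54 between temperatures in controls. Calls changed as well: the difference between temperatures passed without thermoneutral knockout replicate 2 for all 3 sets, and without room-temperature knockout replicate 2 for respiratory chain subunits and thermogenic genes. Thermogenic genes passed at thermoneutrality in 1 of the 6 fits and failed between temperatures in controls in 4 of 7. The differences for macrophage markers and fatty acid oxidation passed in 3 and 1 of the 14 fits. Directions reversed in at least 1 fit for Ucp1 (-0.28 to 0.20), fatty acid oxidation (-0.25 to 0.0025), lipogenesis (-0.26 to 0.019), mitochondrial protein quality control (-0.0085 to 0.17) and cytosolic ribosomes (-0.17 to 0.019) at room temperature. They reversed for lipogenesis (-0.099 to 0.086), cytosolic ribosomes (-0.22 to 0.0017) and muscle markers (-0.70 to 3.47) at thermoneutrality, the Lrpprc interaction (-0.020 to 0.37), and mitochondrially encoded transcripts between temperatures in knockouts (-0.46 to 0.16). Depth limits Krt8 and the sex-linked genes where a group had at most 4 reads, and with 3 animals per thermoneutral group the exact test of a single gene cannot go below 0.1.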

Other observations

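Chosen only after the result was seen were the tests of sex, of the muscle covariate, of gene neighbourhoods without mitochondrial matches and of Elmod2. The lists of epithelial, immediate early and lymphocyte markers were also written after a first look at the data, and the GC correction was chosen after it. The other tests in this part were chosen before.

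The comparisons were set against other splits of the same animals. At room temperature 1 of the 35 splits of the 8 animals, the real one, gave as many genes (258; at most 4 in the others). For the set medians, 1 of the 35 splits was as far from 0 for mitochondrially encoded transcripts, 1 for respiratory chain subunits, 1 for ATF4 targets and 9 for thermogenic genes. At thermoneutrality 1 of the 10 splits of the 6 animals gave as many genes (1845; at most 2 in the others), and 1 of the 10 was as far from 0 for mitochondrially encoded transcripts, 1 for respiratory chain subunits, 1 for ATF4 targets and 2 for thermogenic genes. With 10 splits the share cannot go below 0.1, so these do not decide. Between temperatures 1 of the 35 splits gave as many genes in controls (at most 3948 in the others) and 1 of the 35 in knockouts (at most 2563). For the interaction, with 0 genes called and 1694 at an unadjusted p under 0.05, 100 of the 100 splits drawn gave as many, which a count of 0 fixes in advance, so that this count tests nothing. For the differences in set medians, 92 of the 100 splits were as far from 0 for mitochondrially encoded transcripts, 35 for respiratory chain subunits, 89 for ATF4 targets and 2 for thermogenic genes. Those splits exchange animals with real genotype effects, so they are not free of effects.

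Sex may account for part of the differences between temperatures. Xist exceeded the mean of 4 Y-linked genes in the thermoneutral animals and in no room-temperature animal, so that 14 of the 14 animals split by sex-linked expression as they do by temperature. Of autosomal genes 38.9% differed between temperatures in controls and 51.4% in knockouts, and of X-linked genes 36.7% and 46.0%. Sex, temperature and any batch cannot be told apart. Sex does not vary within a temperature, so it does not separate knockouts from controls there, but it is confounded with the interaction.

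GC content is a candidate explanation for part of the same differences. The Spearman rho of log2 fold change with transcript GC content, across 13001 genes (99.5% of those tested), was -0.58 in controls and -0.492 in knockouts. It was 0.0631 for the knockout effect at room temperature, which goes against GC content there, and 0.115 at thermoneutrality, which does not decide it. Genes are not independent replicates. The pattern between temperatures cannot be told apart from a difference in library preparation.

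Most genes were higher in knockouts with FPKM as deposited. The share of reads freed by the loss of mitochondrial transcripts is a candidate explanation: it predicted a shift of the median gene of 0.24 at room temperature and 0.25 at thermoneutrality, against 0.24 and 0.31 observed, a difference of at most 0.0607. Reads shared with mitochondrial transcripts may likewise explain the fall of nuclear Gm genes. Of 12 that fell by at least 1 on the log2 scale at room temperature, 83.3% matched a mitochondrial transcript, against 0 of the 593 that did not change.

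The knockout effect called fewer genes at room temperature (258) than at thermoneutrality (1845). Muscle RNA could hide differences at room temperature. With the muscle score as a covariate the count was 0.911 times as large (235 genes), short of the rise set as the criterion. Other alternatives were less clear: the count was 287 without the 2 controls with R identifiers, 105 to 250 without 1 control, and 906 with sample weights. Muscle RNA is thus not excluded. A difference of effects between temperatures was not shown by the interaction (smallest adjusted p 0.0521; the count ran from 0 to 213 over its alternatives).

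Genes changed at both temperatures could lie near the floxed locus or the transgene. The fullest window of 10 neighbouring genes held 7 of them, and 0% of 1000 shuffled orders were as full, but the 7 were Gm genes that match mitochondrial transcripts. Without such genes the fullest window held 2 of the remaining 153, and 100% of the shuffled orders were as full, which goes against clustering. None of the 20 neighbours of Lrpprc (0) and 1 of the 20 of Ucp1 changed at both temperatures. That gene, Elmod2, had 17.3 ± 2.83 FPKM in room-temperature knockouts and 5.90 ± 1.25 in controls (SD, n = 4 each), and 11 ± 2.80 and 3.10 ± 0.554 at thermoneutrality (SD, n = 3 each), with no overlap of ranges. Its log2 fold changes were 1.14 (limma adjusted p = 0.00821) and 1.28 (limma adjusted p = 0.00323), a difference of -0.14 (limma adjusted p = 0.873). Gene copies carried with the Ucp1-Cre transgene, which the controls lack, may raise it; a response to the loss of Lrpprc predicts the same, and the test cannot separate them.

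Keratin transcripts appeared at thermoneutrality. Epithelial RNA could be a source, and 46.7% of 15 other epithelial markers (7) were higher in all 6 thermoneutral than in all 8 room-temperature animals, under the majority set as the criterion, although chance gives 0.0333% per gene. Regardless of overlap, 15 of the 15 were higher at thermoneutrality in controls and 14 of 15 in knockouts. Epithelial RNA is thus not excluded. The listed epithelial markers were also all lower in thermoneutral knockouts than in thermoneutral controls, by -0.0085 (Spint2) to -1.20 (Krt5) on the log2 scale. At room temperature the knockout changes ran from -0.14 (Trp63) to 0.25 (Spint2). Epithelial RNA may therefore also differ between the genotypes at thermoneutrality, although most of these markers were weakly expressed. Immediate early transcripts such as Fos were higher at thermoneutrality, and 10 of 10 other immediate early genes were higher there in both genotypes, 4 of them without overlap. Tissue handling, temperature or sex could each give that pattern, and the test does not decide between them. These genes were also all higher in thermoneutral knockouts than in thermoneutral controls, by 0.41 (Ier3) to 2.46 (Egr2) on the log2 scale. At room temperature the knockout changes ran from -0.39 (Klf4) to 0.38 (Junb). Temperature and sex do not separate the genotypes at thermoneutrality, and handling cannot be told apart from genotype there. Macrophage markers were higher in thermoneutral knockouts with a median of 1.93. Lymphoid tissue in the sample could contribute. The 11 lymphocyte markers had a median of 0.50, under the amount set as the criterion, but all 11 were higher, and the added 1 FPKM compresses changes of weakly expressed genes, so it is not excluded. The macrophage median was 2.07 with the muscle score as a covariate (limma fry adjusted p = 0.00175). It was 1.90 with the GC correction (limma fry adjusted p = 0.00159). Muscle RNA or GC content as the cause predicts a clearly smaller median after these corrections, so the values argue against both for this set. Under limma's camera the macrophage set did not pass (adjusted p 0.116, and 0.000596 to 0.116 over its alternatives). The pattern cannot be told apart from lymphoid tissue or a difference in handling between animals. A rise of macrophage transcripts in thermoneutral knockouts remains a hypothesis.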
